A study of Mus musculus with 6 samples. Its data were reported in "Cellular reprogramming in vivo initiated by SOX4 pioneer factor activity" (2024).

How the data were processed

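RNA-seq was performed on hepatocytes isolated from mice 4 days after injection of an adeno-associated virus (AAV), a viral vector that carries a gene into cells of the living animal. The Sox4 vector carried HA-tagged mouse Sox4 and Cre recombinase joined by a self-cleaving P2A peptide, and the control vector, called empty vector (EV), carried Cre alone. Both were driven by the TBG promoter, which is active in hepatocytes. Hepatocytes were released from the liver by enzymatic digestion and enriched on Percoll, a density medium that removes lighter cells. There were 2 groups with 3 libraries each, and group and replicate number were taken from the sample labels.

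The authors aligned reads to the mouse genome GRCm39 with STAR 2.7.10a and counted reads per gene with featureCounts 2.0.1, and the deposited values are raw counts per gene. The annotation release, the strand setting and the handling of reads that map to several places were not stated, so genes with near-identical copies or overlapping neighbours are uncertain. The authors also deposited a normalized table, a signal equal to the counts divided by a median-of-ratios size factor per library from DESeq2 1.36.0. Dividing the deposited counts by these deposited values gave a constant for each library, and size factors recomputed from the counts were equal to those constants. Reads themselves were not analysed here.

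The count table held 53599 gene symbols, of which 24036 had a count in at least 1 library. Total counts per library ranged from 15090629 to 16964860. A count of 3 or fewer was treated as the floor, which corresponded to 0.231 CPM (counts scaled to a library of 1e06) or less in each library. Floors of this kind cover counting error only, since reads amplified by PCR are not independent molecules. Library pairs of a group differed by more than counting noise, with a chi-square per degree of freedom between 18.7 and 71.7, so each library was treated as a separate replicate.

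Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were retained with the edgeR function filterByExpr (minimum count of 10, minimum total count of 15), which left 12691 genes. Libraries were scaled by trimmed mean of M-values (TMM), and Sox4 was compared with EV by the edgeR quasi-likelihood F test with robust dispersion and no covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and for gene lists fixed in advance also over the list alone. All adjusted p-values in the text come from this edgeR fit unless another tool is named. Levels are CPM on TMM-scaled library sizes, given as mean ± SD (n = 3). The standard error (SE) of a log2 fold change is that of the difference between group means of log2 CPM with a prior count of 2. Where every library of a group was at or under the floor, the fold change is given as a lower bound, the mean CPM of the other group divided by the mean floor of that group.

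Gene lists were compared with the limma tests fry, which uses the replicate variation of the whole list, and camera, with the preset inter-gene correlation of 0.01 and with an estimated correlation. Adjusted p-values of fry were computed over the 3 gene sets of the study and, separately, over the 17 other lists. The lists were the study's qRT-PCR panel, divided into biliary and hepatocyte genes; the 1189 genes that the study lists as lower in early reprogrammed cells than in hepatocytes; transcription factors that the study names; the Sox family; and 17 lists of cell type markers and processes with at least 3 tested genes. The latter covered Kupffer, endothelial, stellate and cholangiocyte markers, pericentral and periportal hepatocyte genes, proliferation, p53 targets, interferon response, acute phase, immediate early genes, fetal liver genes, YAP targets, neuronal and SoxC targets, male-biased and female-biased liver genes and mitochondrial mRNAs. Of the entries of all lists but the 1189 genes, 1 was missing from the count table and 81 did not pass the expression filter. Erythroid and lymphoid or neutrophil lists had too few tested genes and were not compared.

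Genes named in the text were those of the lists taken from the study, the Sox family, and the 5 genes with the largest change in each direction among those past the threshold with a mean count of at least 100 and no overlap between groups. Members of the other lists are named only where their list is reported. Some members of the study's lists are counted in list totals but are not reported here. These rules, the tests, the lists and the alternatives were fixed before the data were examined, except where the text says otherwise. The matching study list of higher genes was held only in part and was not used here. Gene length, GC content, shared sequence and overlapping genes were taken from GENCODE M21 on GRCm38, a different build from that of the counts, so no coordinates are given. Shared sequence was the share of a gene's 50-base words also found in a transcript of another gene.

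The alternatives tried were the DESeq2 test, DESeq2 size factors within edgeR, library size alone, no expression filter, a mean count of at least 50, limma-voom, limma on log2(value + 1) of the deposited normalized values, replicate number as a block, and leaving out each of the 6 libraries in turn. The tests were checked on simulated data drawn from the means, dispersions and library sizes of the 12691 genes with 200 genes changed 3-fold. The edgeR test recovered 170 of them (85.0%) with 6.08% false calls, and the DESeq2 test recovered 174 with 16.7% false calls. With no gene changed, edgeR called 2 genes. These rates hold where few genes change and as many rise as fall. They do not cover data in which many genes change, where the scaling matters. In a separate simulation over 12691 genes, a trend with gene length gave 2810 calls without correction and 3 with the length correction used below.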

Results

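Hepatocyte RNA was sequenced from 3 mice given AAV carrying Sox4 and 3 mice given EV, in order to ask which genes change 4 days after Sox4 is delivered to hepatocytes. The EV libraries held 15090629, 15690475 and 16249382 counts, and the Sox4 libraries held 16964860, 16679195 and 16795529. Between 17025 and 17525 genes had a count in the EV libraries, against 19049 to 19515 in the Sox4 libraries.

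The groups were separated in the plot of principal components. The first component of the 500 most variable genes held 95.2% of the variance and divided Sox4 from EV, and the second held 1.89%. Pearson correlations of log2 CPM across genes ranged from 0.972 to 0.985 between libraries of a group and from 0.836 to 0.874 between libraries of different groups. These describe the libraries, since genes are not independent replicates. With all genes past the filter the first component held 84.5%, the alternative that moved it most.

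**Figure D1:**
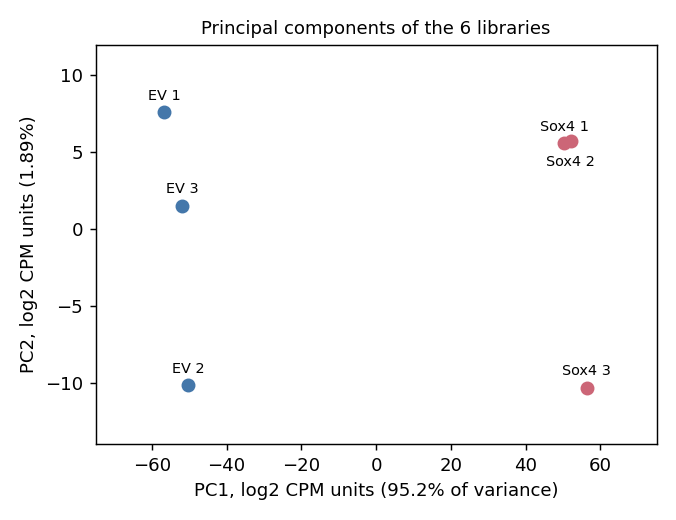
Principal components of log2 CPM for the 500 most variable genes, with both axes in log2 CPM units and a point per library (blue, EV; red, Sox4). The 3 EV libraries lie between -56.6 and -50.2 on the first component and the 3 Sox4 libraries between 50.4 and 56.4.

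Sox4, the delivered gene, was examined first. It had 2, 0 and 3 counts in EV 1 to 3 and 21697, 15097 and 11816 counts in Sox4 1 to 3, which matches the labels. Its level in the Sox4 libraries was 819 ± 248 CPM (SD, n = 3). This was at least 3631-fold higher than in EV, where every library was at or under the floor (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.61e-07). Sox4 lies on chromosome 13 and is annotated in GENCODE M21 (GRCm38) as 1 transcript of 1 exon with 4795 bases, of which 1320 are coding. An annotated gene on the opposite strand, Gm26735, overlaps it. Counts per gene do not separate transcripts of the vector from those of the endogenous gene.

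Of 12691 genes tested, 6990 (55.1%) had an edgeR adjusted p under 0.05, with 3684 higher and 3306 lower in the Sox4 libraries. At a change of at least 2-fold there were 3603 genes, 2093 higher and 1510 lower. In 7993 genes (63.0%) all libraries of a group lay above all libraries of the other, where chance gives 10%. Every EV library was at or under the floor for 340 of the higher genes, and every Sox4 library was for 18 of the lower genes. The balance of directions depended on scaling. With TMM 52.7% of the changed genes were higher, whereas with library size alone 8092 genes changed and 79.9% of them were higher. The median log2 fold change of all tested genes was 0.04 with TMM and 0.51 with library size alone. TMM-scaled library sizes were 1.48 times as large in Sox4 as in EV, while total counts were 1.07 times as large. Changes below are relative to the TMM scale, and a gene that moved by less than this shift has no fixed direction.

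Among genes with a mean count of at least 100 and no overlap between groups, the 5 largest fitted increases were in Cd24a, Sox4, H19, Efna4 and Gpc2, all at or under the floor in every EV library. Cd24a reached 555 ± 83 CPM (SD, n = 3) and was at least 2460.5-fold higher (adjusted p = 2.94e-08). H19 was at least 2383-fold higher (adjusted p = 6.59e-05), at 307 CPM in Sox4 1, 353 CPM in Sox4 2 and 953 CPM in Sox4 3. Efna4 was at least 65.7-fold and Gpc2 at least 59.5-fold higher. Their rank rests on the fitted values, since their bounds lie below that of Prom1, at least 280-fold. The value of Gpc2 is uncertain, since 49.7% of its sequence is shared with an overlapping annotated gene, Gm43720. The 5 largest decreases were in Elovl3, Hsd3b5, Serpina4-ps1, Gm31583 and Ces3b. Elovl3 fell from 186 ± 151.3 to 0.521 ± 0.526 CPM, a log2 fold change of -8.46 (SE 1.17, adjusted p = 0.00171), and its value lay between -9.48 without Sox4 replicate 1 and -7.57 without EV replicate 1. Ces3b fell from 491 ± 69.3 to 5.0 ± 1.97 CPM, a log2 fold change of -6.61 (SE 0.32, adjusted p = 5.12e-07), and shares 26.2% of its sequence with Ces3a. Hsd3b5 fell by 7.96, Serpina4-ps1, named as a pseudogene, by 7.46 and Gm31583 by 6.66 on the log2 scale. Hsd3b5 was at -8.96 without Sox4 replicate 1 and -7.37 without Sox4 replicate 3. Serpina4-ps1 was at -8.54 without Sox4 replicate 2 and -6.70 without EV replicate 3. Hsd3b5 shares 21.2% of its sequence with Gm10681.

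The study followed biliary and hepatocyte genes by qRT-PCR in other animals, which raises the question of how these genes behaved here. Of the 15 biliary genes 11 could be tested, and all 11 had a log2 fold change above 0. Past the threshold over all genes tested were 9 of them, and 10 when adjusted over the list alone. Cd24a is given above. Prom1 was at least 280-fold higher (63.1 ± 3.54 CPM in Sox4, adjusted p = 2.94e-08) and Ccn2 at least 79-fold higher (17.8 ± 6.74 CPM, adjusted p = 6.51e-06). Spp1 rose from 5.24 ± 1.44 to 38.8 ± 3.21 CPM (log2 fold change 2.89, SE 0.23, adjusted p = 2.99e-06). Epcam (4.05), Itga6 (3.04), Vim (2.46), Cd44 (1.99) and Itga3 (0.96) were also higher on the log2 scale. Epcam had at most 60 counts in a library, and its value was 5.82 without EV replicate 3. Cd44 did not pass without EV replicate 1 (1.41), EV replicate 2 (2.08), Sox4 replicate 2 (1.91) or Sox4 replicate 3 (1.77), and was at 2.76 without EV replicate 3. Sox9 did not differ (0.23, SE 0.48, adjusted p = 0.618), with 10.7 ± 5.59 CPM in EV and 12.6 ± 3.26 CPM in Sox4, and its value was 0.69 without EV replicate 1 and -0.08 without EV replicate 2. Krt7, Krt19, Cftr and Cav1 were below the expression filter, and Krt19 had no count in any EV library, which allows up to 0.231 CPM, and 9, 2 and 7 counts in Sox4 1 to 3.

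All 8 hepatocyte genes had a log2 fold change below 0, although Ttr and G6pc lay above 0 with library size alone, and 6 were lower past the threshold, as many as when adjusted over the list alone. Fah fell from 754 ± 33.8 to 247 ± 27.3 CPM (log2 fold change -1.61, SE 0.10, adjusted p = 1.16e-05). Tdo2 (-1.39), Asgr1 (-1.35) and Cebpa (-1.34) were also lower. Hnf4a fell from 746 ± 87.9 to 494 ± 38.4 CPM (-0.60, SE 0.12, adjusted p = 0.00580) and Alb fell by 0.58 on the log2 scale (SE 0.13, adjusted p = 0.0245). With library size alone Hnf4a was at -0.12 and Alb at -0.11, neither past the threshold. Alb also failed the threshold without EV replicate 2 (-0.52), EV replicate 3 (-0.55) or Sox4 replicate 2 (-0.55). Ttr (-0.09) and G6pc (-0.21) did not differ, although G6pc passed as lower without Sox4 replicate 3 (-0.64).

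As sets, the biliary genes were higher (median log2 fold change 2.89, also with genes at their bound; fry adjusted p = 1.26e-06) and the hepatocyte genes were lower (median -0.97, fry adjusted p = 1.48e-04). Under camera with the preset correlation both sets passed (p = 1.77e-05 and 0.00163). With an estimated correlation the biliary set passed (p = 0.0108) and the hepatocyte set did not (p = 0.0874).

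**Figure D2:**
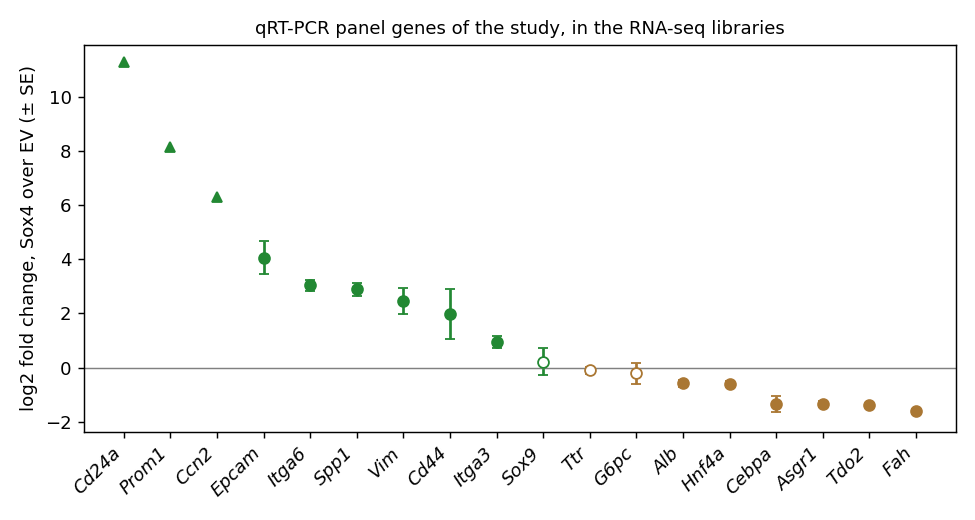
Log2 fold change of Sox4 over EV, on the TMM scale, for tested genes of the study's qRT-PCR panel that are reported here (green, biliary; brown, hepatocyte), with bars for ± SE, filled circles for an adjusted p under 0.05 and triangles for lower bounds. The biliary genes lie above 0 and the hepatocyte genes below 0, down to -1.61 for Fah, where Ttr and G6pc lie above 0 with library size alone.

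**Figure D3:**
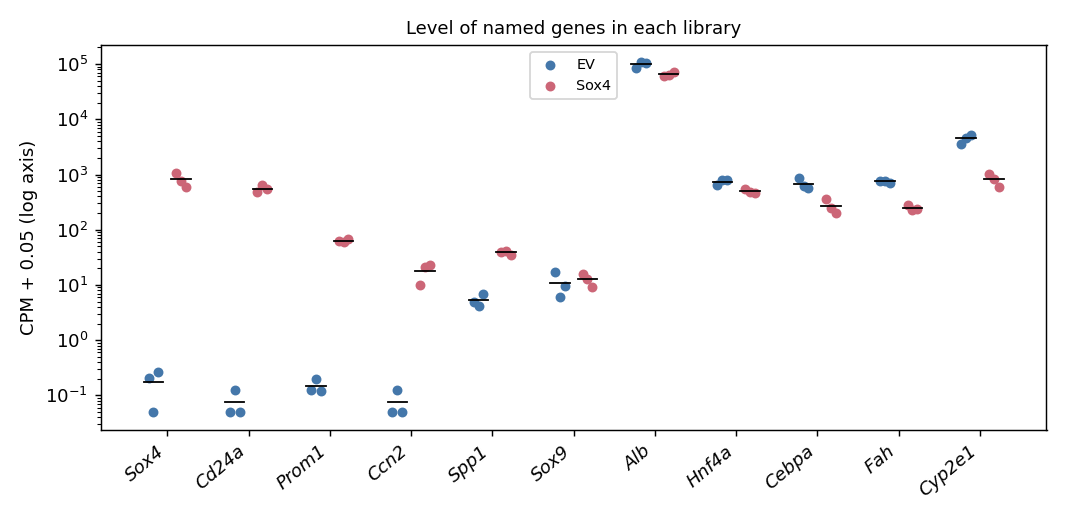
CPM per library of named genes on a log axis, after adding 0.05, for EV (blue) and Sox4 (red), with a point per library and a black line at each group mean. Sox4 averages 0.124 CPM in EV and 819 CPM in Sox4, whereas the points of Sox9 overlap between the groups.

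Genes that the study lists as lower in early reprogrammed cells than in hepatocytes were then compared, to ask whether Sox4 lowers the same genes. All but 156 of the 1189 genes were tested, and 636 (61.6%) were lower and 70 higher in Sox4, against 26.1% of all tested genes that were lower. The numbers adjusted over the list alone were 649 and 71. This may not be independent evidence. The study's source data set these EV libraries beside the early reprogrammed cells, and the list does not name its hepatocyte libraries. The median log2 fold change of the list was -1.07, also with 11 genes at their bound (fry adjusted p = 9.05e-06). The camera test passed with the preset correlation (p = 1.85e-22) and with an estimated correlation (p = 0.00239). In 20 simulations, unchanged libraries were compared with the same controls that had served to pick such a list. With the list genes simulated as 4-fold lower for the pick, the median lay between -0.03 and -0.004, and with 2-fold, a setting chosen after the data were examined, between -0.13 and -0.09. At most 2 genes were lower in either. Between 887 and 935 list genes were picked at 4-fold, and between 307 and 358 at 2-fold. Genes were simulated independently and every list gene was made lower, so the simulations cover only noise that is separate for each gene. Deviations of the EV libraries that many genes share were not simulated. Whether the shared controls contribute to the fall of the list is therefore not decided. With library size alone 514 genes of the list were lower.

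Transcription factors that the study names for hepatocytes were compared at the mRNA level. All 10 tested factors had a log2 fold change below 0 with TMM, although Rara, Cebpe and Onecut1 lay above 0 with library size alone, and 7 were lower past the threshold, as many as when adjusted over the list alone. Rxra fell from 506 ± 26.4 to 222 ± 39 CPM (-1.19, SE 0.15, adjusted p = 1.33e-04). Cebpa (-1.34), Cebpb (-1.40) and Cebpd (-1.09) fell to less than 0.5 of the EV level, and Cebpg (-0.57) and Hnf4a (-0.60) were among those that fell by less. With library size alone 3 passed the threshold, Rxra, Cebpa and Cebpb. Cebpd also failed it without EV replicate 2 (-0.88) or Sox4 replicate 2 (-0.89). Rara, Cebpe and Onecut1 did not differ, although Cebpe passed as lower without Sox4 replicate 1 (-0.70). Hnf4g was below the filter, with 3, 6 and 8 counts in EV and no count in Sox4.

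Of 15 tested genes of the AP-1, E2F and TEAD families, 11 lay above 0 with TMM, and E2f1, E2f4, E2f6 and Tead3, which lay below 0, lay above 0 with library size alone. Past the threshold were 7, all higher and as many when adjusted over the list alone: Fos (1.58), Fosb (4.47), Fosl2 (1.97), E2f2 (1.66), E2f3 (1.15), Tead1 (2.30) and Tead2 (8.42). Tead2 rose from 0.253 ± 0.245 to 88.5 ± 7.55 CPM (SE 0.53, adjusted p = 1.22e-07), and its value was 9.52 without EV replicate 2 and 7.96 without EV replicate 3. With library size alone Jun (0.99), Jund (0.64), E2f4 (0.45) and E2f5 (1.02) also passed as higher. With no filter Jun (0.55) and E2f5 (0.59) passed as higher. Without EV replicate 2 Jun passed (0.82), and without Sox4 replicate 1 E2f5 passed as higher (0.70) and E2f1 as lower (-0.91). At a locus named in the study, Cyp2e1 was lower. It fell by 2.46 on the log2 scale (SE 0.28, adjusted p = 2.50e-05).

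Of the 20 Sox family genes 6 passed the filter, and 3 passed the threshold, as many as when adjusted over the list alone. Apart from Sox4, Sox6 was higher (0.70, SE 0.09, adjusted p = 0.00135) and Sox13 lower (-0.70, SE 0.24, adjusted p = 0.0178). Sox5 (0.19), Sox9 (0.23) and Sox12 (-0.08, and 0.39 with library size alone) did not differ. Sox13 did not pass with library size alone (-0.23), nor without EV replicate 2 (-0.62), Sox4 replicate 2 (-0.57) or Sox4 replicate 3 (-0.60), and Sox5 was higher with library size alone (0.66). The other genes, with at most 12 counts in a library, were below the filter and could not be compared at this depth.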

Values the study reported

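By qRT-PCR at 7 days after injection, the study reported that Sox4 was raised about 1000 to 1500-fold by the Sox4 vector. In cells reprogrammed by injury it reported an increase in Sox4 of about 3000-fold over control hepatocytes. The gene sets it built from early reprogrammed cells and hepatocytes held 2355 higher and 1189 lower genes.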

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

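All alternatives were chosen before the data were examined. The number of genes with an adjusted p under 0.05 lay between 5937 and 8092 over them, against 6990. Every call shared with the TMM fit kept its direction, from 5308 shared calls with library size alone to 6976 with DESeq2 size factors. The number changed at least 2-fold lay between 2553, with a mean count of at least 50 and fewer genes tested, and 4381, with library size alone, where 81.9% were higher against 58.1% with TMM. Across the fits that each left out a library there were 6027 to 7269 changed genes.

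For single genes library size alone changed most, with 6 that lost the threshold, 5 that gained it and 10 that changed direction, whereas for the 17 lists the replicate block did, as given below. With library size alone hepatocyte transcription factors past the threshold dropped to 3. These values lay on the other side of 0 from their TMM value: mitochondrial mRNAs 0.39, Ttr 0.38, G6pc 0.26, Rara 0.14, Cebpe 0.25, Onecut1 0.38, E2f1 0.060, E2f4 0.45, E2f6 0.36, Tead3 0.29 and Sox12 0.39. The cause is the shift of all genes, whose median was 0.51 there. Onecut1 was at 0.11 with limma-voom and 0.12 with limma on the deposited values, and E2f4 was at 0.024 with no filter and 0.010 with a mean count of at least 50, all within their SE of 0. The first principal component held 84.5% with all genes past the filter, 92.5% with a prior count of 0.5 and 94.3% with the deposited normalized values, and 94.6% to 95.7% when a library was left out.

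Leaving out a library in turn moved these log2 values across 0: Sox9 from -0.082 to 0.69, G6pc from -0.64 to 0.021, Cebpe from -0.70 to 0.012, Onecut1 from -0.52 to 0.21, Junb from -0.39 to 0.45, Jund from -0.19 to 0.36, E2f4 from -0.10 to 0.038, E2f6 from -0.24 to 0.043, Sox12 from -0.33 to 0.16 and mitochondrial mRNAs from -0.33 to 0.071. The cause was not tested. Of all 1003 values of single genes and lists under an alternative, 913 kept direction and side of the threshold, 35 lost the threshold, 24 gained it and 31 changed direction.

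With the replicate block 7362 genes changed, of which 6853 were shared with the fit without it. Deviations of same-numbered libraries correlated across genes at 0.27, -0.09 and 0.13, against -0.27 to 0.18 for other pairs of EV and Sox4 libraries. The number thus gave no common pairing, although EV 1 and Sox4 1 had the highest value of any pair. These libraries were also the lowest of their groups in the Kupffer, stellate and endothelial lists. The labels do not show whether same-numbered libraries were prepared together, so the block is given as an alternative only. Under the replicate block Onecut1 was at 0.017, E2f5 passed the threshold, and 9 of 17 lists passed in place of 13. Kupffer (1.04) and stellate markers (2.08) passed there, and female-biased (4.21), interferon (-0.87), cholangiocyte (0.44), immediate early (1.24), p53 (0.76) and periportal genes (-1.25) did not.

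Depth limits the low genes. A count of 3 corresponded to 0.218 to 0.231 CPM in EV and 0.150 to 0.153 CPM in Sox4, so a fold change over EV could be bounded but not measured for 340 of the higher genes.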

Other observations

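The tests on sex, gene length, GC content and other splits were planned before their values were seen. The tests on noise and shared variation between libraries, biliary cells, other liver cells, abundant genes, male-biased genes, imprinted genes and neural transcripts took their form only after the result was seen.

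Sox4 was at least 3631-fold higher in the Sox4 libraries by sequencing at 4 days. That is higher than the qRT-PCR value quoted from the study above. The values are not a like-for-like comparison. The study states a larger vector dose for the RNA-seq animals than for its other Sox4 expression experiments. It also reports that Sox4 mRNA had begun to fall slightly by the day of that qRT-PCR.

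In 1 of the 10 splits of the 6 libraries into 3 and 3, the real split, there were as many changed genes as 6990. The same held, in 1 of the 10 splits each, for the genes changed at least 2-fold, the lower signature genes and the gene lists past the threshold. The other 9 splits gave 0 genes at an adjusted p under 0.05 and 38 to 489 at an unadjusted p under 0.05. Those splits mix the groups, so their spread holds the difference between Sox4 and EV. With 10 splits the share cannot be under 0.1, so the count of splits decides nothing. Noise between libraries that is separate for each gene is argued against as the source of the 6990 genes, since data simulated from the same means and dispersions with no gene changed gave 2. The 63.0% of genes whose groups did not overlap, where chance gives 10%, also lie beyond such noise. Variation that many genes share, of the size seen between libraries of a group, is argued against as well. The chi-square per degree of freedom was 18.7 to 71.7 in the 6 pairs of a group and 217 to 286 in the 9 pairs of different groups, at least 3.02 times as large. Whether something other than Sox4 that differs between the groups contributes is not decided by these values.

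Technical sources of the 6990 changed genes were tested. Animals of different sex are argued against, since 6 of 6 libraries had more counts in 4 Y-linked genes, at least 2109, than in Xist, at most 3. Length and GC content were known for 98.0% of tested genes. After a correction for gene length 7016 genes changed, of which 6211 were shared with the uncorrected fit in the same direction, and after a correction for GC content 7359 changed and 6719 were shared. A length or GC trend is thus argued against as the whole cause. Effects of the vector dose, the health of the animals and the isolation were not tested.

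Size factors were 1.49 times as large in Sox4 as in EV while total counts were 1.07 times as large. One possible explanation is that a few abundant genes take fewer of the counts in Sox4. The number of genes to leave out was not fixed before these ratios were seen, so all that were computed are given. Leaving the most abundant genes out of the totals gave a ratio of 1.10 without 10 genes, 1.18 without 50, 1.21 without 100, 1.34 without 500 and 1.41 without 1000. The ratio moved gradually, and a few abundant genes cannot be told apart from a broad change, because the answer depends on how many genes count as few. Counts without an external standard do not show whether total RNA per cell changed.

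Cd24a rose to 9448, 12521 and 10896 counts in Sox4 1 to 3. More biliary epithelial cells in the preparations are argued against as its source, because Krt19, Krt7, Tspan8 and Sctr, abundant in mature cholangiocytes, together had 21, 6 and 36 counts, at most 0.330% of Cd24a. For Epcam, with 55, 39 and 60 counts, and other low-count biliary genes this stays open. The same 4 genes reached 60% of the Epcam count, so a small number of biliary cells cannot be told apart from low expression in hepatocytes.

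Stellate and Kupffer markers moved apart from endothelial markers. Mean log2 CPM changed by 1.71 for the stellate list, 1.22 for the Kupffer list and 0.48 for the endothelial list. The stellate list rose by 1.24 beyond the endothelial list, with no overlap between groups, and by 0.49 beyond the Kupffer list, with overlap. No tested member of these lists reached 10 CPM in every EV library, no member is in another list, and 4 Kupffer and 3 endothelial genes are in the hepatocyte signature. The Kupffer list rose by 0.75 beyond the endothelial list, with no overlap between groups, which argues against a lower share of hepatocytes as the whole cause, since that would raise the lists alike. More Kupffer or stellate cells, or expression of these genes in hepatocytes, may still contribute.

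Of the 17 other lists, 13 had a fry adjusted p under 0.05. Under camera 12 passed with the preset correlation and 0 with an estimated correlation, under which the neuronal and SoxC list (p = 0.0134) and the YAP list (p = 0.0442) were below 0.05 before adjustment. Higher by fry were proliferation (median log2 fold change 2.83), fetal liver (4.12, or 2.73 with genes at their bound), neuronal and SoxC targets (7.80, or 7.42), YAP targets (1.86), immediate early genes (1.20), p53 targets (0.79), cholangiocyte markers (0.43) and female-biased genes (4.73, or 4.59). Lower were acute phase (-1.08), interferon response (-0.89), pericentral (-0.67), periportal (-1.22) and male-biased genes (-3.36). Kupffer (1.04), stellate (2.01) and endothelial markers (0.64) did not pass, nor did mitochondrial mRNAs (-0.08, and 0.39 with library size alone). By camera with the preset correlation Kupffer markers passed (adjusted p = 0.0207), and cholangiocyte markers (0.176) and female-biased genes (0.133) did not. Of the 10 tested cholangiocyte markers 3 are in another list and 5 had at least 10 CPM in every EV library. In proliferation 21 of 22 genes were higher, with Mki67 at least 62.1-fold. The cholangiocyte median was 0.90 with library size alone and 1.96 with no filter. The neuronal and SoxC median was 3.86 with no filter and between 6.17 and 7.06 when a library was left out. The fetal liver median was 5.15 without EV replicate 3 and 3.53 without Sox4 replicate 3. With library size alone acute phase was at -0.61, p53 targets at 1.26, pericentral genes at -0.20, periportal genes at -0.75 and endothelial markers at 1.11, and YAP targets were at 1.12 with a mean count of at least 50. The endothelial median was 0.25 without EV replicate 1, 0.41 without Sox4 replicate 2 and 0.33 without Sox4 replicate 3. Kupffer (1.40) and stellate markers (2.33) passed, and cholangiocyte markers (0.39) did not, without Sox4 replicate 1. Kupffer (1.51) and stellate markers (2.49) also passed with library size alone, and stellate markers with a mean count of at least 50 (2.15). Interferon genes did not pass without EV replicate 1 (-0.99), Sox4 replicate 2 (-1.01) or Sox4 replicate 3 (-0.89), nor with library size alone (-0.42), and female-biased genes did not without EV replicate 1 (5.17), EV replicate 3 (4.14) or Sox4 replicate 2 (4.17), nor with no filter (3.86) or limma-voom (3.94).

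Genes biased to male liver were lower in animals that all had Y-linked counts. Of 11 tested, 10 were lower past the threshold over all genes and 11 when adjusted over the list alone, with a median of -3.36. The list fell further than signature genes matched on mean expression, since 0 of 10000 random lists of them had a median as low. The middle value of their medians was -1.12, and the p of 0.0001 from these draws is the smallest they can give. Genes were drawn independently, so this p makes no allowance for genes that vary together. The camera test against all tested genes, with an estimated correlation, gave p = 0.216 for the list. The general fall of hepatocyte genes is therefore not excluded as the cause. Reads shared between near-identical copies are argued against by the 5 members that share under 5% of their sequence, all lower, with a median of -3.24. Sox4 replicate 3 had the lowest values, but the median without it was -3.04, with a fry adjusted p of 0.00186 in a range of 0.00186 to 0.0438 over the alternatives. Female-biased genes had a median of 2.59 without Sox4 replicate 3, against 4.73. Younger animals in the Sox4 group could give the same pattern. Imprinted genes that decline after birth, a list written after H19 was seen and that includes it, had a median of 2.38, with 4 of 10 tested genes higher, Peg3 and Mest not changed, and Meg3 high in Sox4 1 and Sox4 2 but not in Sox4 3. The study states a range of ages for animals given these vectors and random allocation to groups, but no age per library was used here, so age and Sox4 cannot be told apart for the male-biased and imprinted genes. A loss of sex-biased expression with Sox4, or with the weight loss that the study describes, remains a hypothesis that was not tested.

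Of 8 tested genes of the neuronal and SoxC list 7 were higher and Plxna2 was lower. Stmn1 rose from 39, 37 and 24 counts in EV 1 to 3 to 4020, 2961 and 3266 in Sox4 1 to 3, and Marcksl1 rose from 7, 4 and 11 counts to 7546, 6534 and 5547. Reads from neural cells are argued against, since Tubb3 and Stmn2, abundant in neurons, had 0 counts in every library, which allows up to 0.231 CPM. Tead2 belongs to this list and to the AP-1, E2F and TEAD genes above. Direct regulation by Sox4 is an untested hypothesis.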
